A study of Homo sapiens with 10 samples.

How the data were processed

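SNU398 cells were profiled by CUT&RUN with an antibody against SALL4 (3 libraries) or with rabbit IgG (3 libraries, not analysed here), and by paired-end RNA-seq of total RNA 72 hours after transduction with a SALL4 hairpin (2 libraries) or a scrambled hairpin (2 libraries). Groups and replicate numbers were taken from the labels.

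Per the submitters' processing notes, the tools used include Trimmomatic, BWA 0.7.17-r1188, SAMtools 1.5, deepTools 2.5.7, bedtools, SEACR 1.1, HOMER 4.10, ChIPseeker 1.20.0, Trim Galore 0.4.5, STAR, featureCounts and DESeq2, with the builds hg38 and sacCer3. The notes give no role or setting of these tools, and the annotation release, strand setting and scaling of coverage are not given in the sources used here. The deposited RNA files hold raw counts per gene symbol, as 1 table per library and as a combined matrix whose 4 columns carry the same group and replicate names; whether both rest on the same reads is not known. The deposited peak files hold 1 list per library in the layout that SEACR writes, with the total and the highest signal of each peak; the values are whole multiples of a step that differs between libraries, 2.88, 2.64 and 3.30. The deposited common list holds merged regions in the form HOMER gives, with start and end. Coordinates were taken as the file gives them. Merging all peak centres within 1000 bp gave 16117 regions with all 3 libraries, of which 9533 start where a deposited region starts; why the deposited list is shorter at 11201 is not known. The authors' deposited comparison table holds log2 fold changes, p-values and a score (log odds) per gene, per the file headers. Its name speaks of 3 libraries per group, while its values match the 4 columns of the combined matrix; whether further libraries were meant to enter it is not known. Its log2 fold changes equal those of a limma-voom fit of the combined matrix with group and replicate number as terms for all 15141 genes within 1e-06, and differ by up to 0.83 from a fit with group alone.

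Counts of the per-library files were used as deposited. This choice was made after both tables had been seen, because 58 genes differ between them by group, and the combined matrix is an added alternative. The median ratio of the matrix to the library file was 0.737 and 0.636 in knockdown replicates 1 and 2, and 0.881 and 0.800 in scramble replicates 1 and 2. Of 56301 distinct symbols 34612 were matched to RefSeq genes through current and older names, and 26 symbols had been turned into dates in the files. Genes were filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (R 4.3.3), robust quasi-likelihood F test, group as the only term, with Benjamini-Hochberg adjustment and a threshold of 0.05. The SE of a log2 fold change is its size divided by the square root of F. With 158934493 to 225624957 counts per library the spread between libraries, not counting error, sets the precision. Abundant small RNAs such as RN7SL1 and RN7SK held 7.57% and 9.90% of counts in knockdown replicates 1 and 2 and 7.01% and 8.83% in scramble replicates 1 and 2. Replicate pairs differed far beyond sampling noise, with chi-square values of 167 per degree of freedom in both groups. As the strand setting is unknown, reads of overlapping and antisense genes cannot be told apart.

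Gene lists (33, of which 32 had at least 5 tested members), the tests and most alternatives were fixed before the data were examined. Lists were tested with camera in limma 3.58.1 at a correlation of 0.01, adjusted over the 32 lists. Peak overlap needed at least 1 bp. It was compared with 100 random placements on the same chromosomes, whose ends were taken from the outermost peak since no chromosome lengths were used, and with 10 shifts of a whole list by 100 kb to 2 Mb in both directions. Chromosome ends and unmappable stretches could make random placement an underestimate of chance, which was not tested. Shifts gave a higher mean overlap between libraries than random placement. For common peaks within 1 kb of a gene end they gave a lower share, at most 5.55% against a mean of 6.05%. Peaks were placed against RefSeq gene spans of the GRCh38.p14 assembly, the same build as hg38. The table used gives no strand, so distances to a transcription start were replaced by distances to either end of the span, measured from the peak midpoint. Tests of an AT-rich motif need the genome sequence and were not run; motifs are not analysed here. Genes with a common peak within 3 kb were compared with calls by Fisher's exact test (scipy 1.17.1), with 10000 random gene sets matched on mean log2 CPM in 20 bins, and with camera. A common peak's rank is the mean over libraries of the highest within-library rank of total signal among overlapping peaks.

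Genes named in the text are SALL4 and KDM3A; the 10 largest positive and negative log2 fold changes among genes with a RefSeq symbol, past the threshold, at 1 CPM or more on average and with the groups not overlapping; up to 4 members per list with the smallest p and up to 2 past the threshold against the list's direction; and the 5 smallest p-values in each direction among called genes with a common peak. Further members of lists that are counted as called are also named, chosen after their values were seen. The 10 common peaks with the highest mean rank were taken. Of 2 libraries against 2, chance separates the groups of 1 gene in 3.

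The gene test was tested on simulated data drawn from these libraries over 25142 genes. Each gene and library was drawn independently and lists were random genes. False list calls from genes that vary together, or from a shared replicate effect, could therefore not show. The gene test called 50 of 50 genes changed to 0.333 of their level and 40 of 50 halved to 0.5. It called 33 of 50 raised to 2 and 50 of 50 raised to 3 times. There were 39 false calls among 24942 unchanged genes, and no list of 30 unchanged ones was called. Set against the true calls, these 39 were a larger share of all calls than the threshold on adjusted p allows. The calls from the real libraries may hold a similar excess of false ones, which was not tested. The overlap code recovered all 1000 planted shared peaks. Alternatives were the replicate number as a block, leaving out each library, RLE factors, no filter, a filter of 5 CPM in 2 libraries, DESeq2 1.42.0, a fold minimum of 1.5, an estimated correlation and fry, peaks of higher signal (at or above a library's median) and other distances and overlaps. Leaving out a library leaves 1 in its group, and that sample is then assumed to vary like those of the other group.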

Results

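SALL4, a zinc finger transcription factor of embryonic stem cells and fetal liver, was studied in SNU398, an established human hepatocellular carcinoma cell line. Its binding was mapped by CUT&RUN, in which an antibody directs a nuclease to cut chromatin around the bound protein, in 3 libraries. The 3 IgG control libraries were not analysed here. Transcripts were measured by RNA-seq 72 hours after transduction with a hairpin against SALL4 (2 libraries) or with a scrambled hairpin (2 libraries). Total gene counts were 188016864 and 225624957 in knockdown replicates 1 and 2, and 203013433 and 158934493 in scramble replicates 1 and 2. Nothing in the labels says whether replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

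The first comparison asked whether the hairpin lowered its target. SALL4 (chromosome 20, 51782331 to 51802521, hg38) fell 3.31-fold, from 66.6 ± 11.2 to 20.1 ± 2.10 CPM (SD, n = 2 per group), a log2 fold change of -1.72 (SE 0.19; edgeR quasi-likelihood test, adjusted p = 5.84e-06). The count was 4347 and 4068 in the knockdown libraries against 14632 and 9332 in the scramble libraries. The 3 other SALL genes did not pass the test, with log2 fold changes of 0.34 for SALL1, 0.06 for SALL2 and -0.07 for SALL3. In the authors' deposited table SALL4 had a log2 fold change of -1.63 with an adjusted p of 2.18e-07.

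KDM3A, a demethylase of lysine 9 of histone H3, was a gene of interest before the data were examined. It rose from 55.5 ± 11.9 to 92.4 ± 1.05 CPM (SD, n = 2 per group), a log2 fold change of 0.73 (SE 0.19; edgeR adjusted p = 0.0185). The call was lost without knockdown replicate 1 (log2 fold change 0.72, adjusted p = 0.0639), without knockdown replicate 2 (0.74, 0.0543) and without scramble replicate 1 (0.53, 0.313), with a filter of 5 CPM (0.75, 0.0583) and with the counts of the combined matrix (0.68, 0.0547). Over alternatives of library, filter, scaling, count table and tool the adjusted p ranged from 0.00225 to 0.313. This range leaves out the fit with the replicate number as a block, in which KDM3A was also called higher. The authors' deposited table, whose fit carried the replicate number, lists KDM3A at a log2 fold change of 0.71 and an adjusted p of 4.75e-04.

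**Figure D1:**
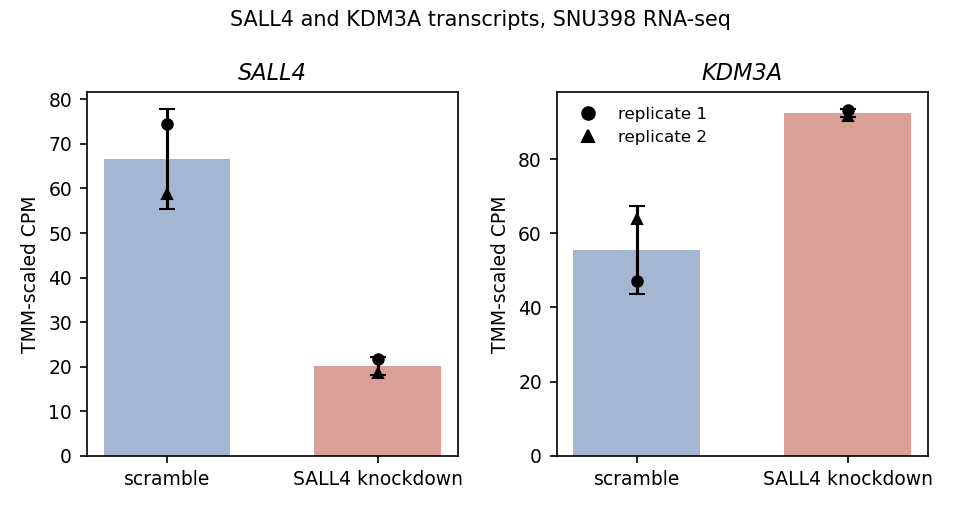
SALL4 and KDM3A transcript levels in TMM-scaled CPM (vertical axes) in scramble and SALL4 knockdown libraries; bars are means, error bars are SDs of 2 libraries, and symbols mark replicates 1 and 2. SALL4 was at 20.1 against 66.6 CPM and KDM3A at 92.4 against 55.5 CPM.

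The second comparison asked which genes changed with the knockdown. The largest losses included HES2, a basic helix-loop-helix repressor, which fell by 2.98 on the log2 scale (SE 0.24; adjusted p = 7.64e-08), and RRBP1, a ribosome-binding protein of the endoplasmic reticulum, which went from 260.3 ± 5.69 to 33.9 ± 3.79 CPM (SD, n = 2 per group; edgeR adjusted p = 1.03e-09). BNIP3L, a mitophagy receptor, had a log2 fold change of -2.97 (SE 0.33; adjusted p = 0.00100). IL6R (-2.48), SH3BGRL3 (-2.42), ANGPTL4 (-2.25), the adhesion molecule L1CAM (-2.24), SPINT1 (-2.14), the steroid sulfatase STS (-2.09) and USH1C (-2.09) completed the 10 largest negative log2 fold changes. The largest gains were in INSM2, a zinc finger transcription factor, at a log2 fold change of 2.04 (SE 0.29; adjusted p = 8.80e-05), and in DHRS2, a short-chain dehydrogenase, at 2.02 (SE 0.22; adjusted p = 4.87e-06). ZNF853 (1.99), COX7C (1.90), TNFAIP3 (1.90), DNAH3 (1.87), DISP3 (1.84), TXNIP (1.68), TULP3 (1.65) and BBC3 (1.63) followed. COX7C, a subunit of cytochrome c oxidase, went from 52.7 ± 6.02 to 197.1 ± 9.04 CPM; it has processed pseudogenes that could share reads with it, so its value is uncertain. TXNIP, an inhibitor of thioredoxin, went from 18.2 ± 0.354 to 58.2 ± 15.4 CPM, and BBC3, the proapoptotic PUMA gene, from 3.82 ± 0.732 to 11.8 ± 1.37 CPM (SD, n = 2 per group).

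Of 25807 genes tested, 595 were higher and 838 lower after knockdown (edgeR, adjusted p under 0.05), and 4682 had an unadjusted p under 0.05. The total of 1433 became 895 without knockdown replicate 1, 936 without knockdown replicate 2 and 810 without scramble replicate 2. The authors' deposited table, fitted with the replicate number as a term, lists 2604 genes higher and 2999 lower of 15141; its name speaks of 3 libraries per group, but its fold changes match a fit of the 4 columns of the combined matrix. Of the 1129 genes called here that it holds, 1125 are called there in the same direction.

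Gene lists fixed in advance were then tested. In the hypoxia response list, 8 of 36 members fell and 1 rose at the threshold over all genes tested, and 11 passed when adjusted over the list alone. The median log2 fold change was -0.69 (camera, adjusted p = 5.70e-08; adjusted p = 0.988 with an estimated correlation). ERO1A, an oxidoreductase of disulfide bond formation, had a log2 fold change of -1.89 (SE 0.21; edgeR adjusted p = 1.40e-05). BNIP3L (-2.97), ANGPTL4 (-2.25), the collagen prolyl hydroxylase P4HA1 (-0.89), the glucose transporter SLC2A3 (-0.87), the hexokinases HK1 (-0.79) and HK2 (-0.69) and LDHA (-0.70) also fell, and the member that rose was KDM3A. All 36 members were higher in scramble replicate 2 than in scramble replicate 1, by a median of 0.86 on the log2 scale. Between the knockdown libraries the median difference was 0.21, with 28 members higher in replicate 2. Without scramble replicate 2 the median log2 fold change of the list was -0.08 and its adjusted p 0.0441, and BNIP3L, ERO1A and ANGPTL4 were the members still called lower. Members called lower numbered 4 without knockdown replicate 1, 6 without knockdown replicate 2 and 20 without scramble replicate 1, and 13 with no filter.

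**Figure D2:**
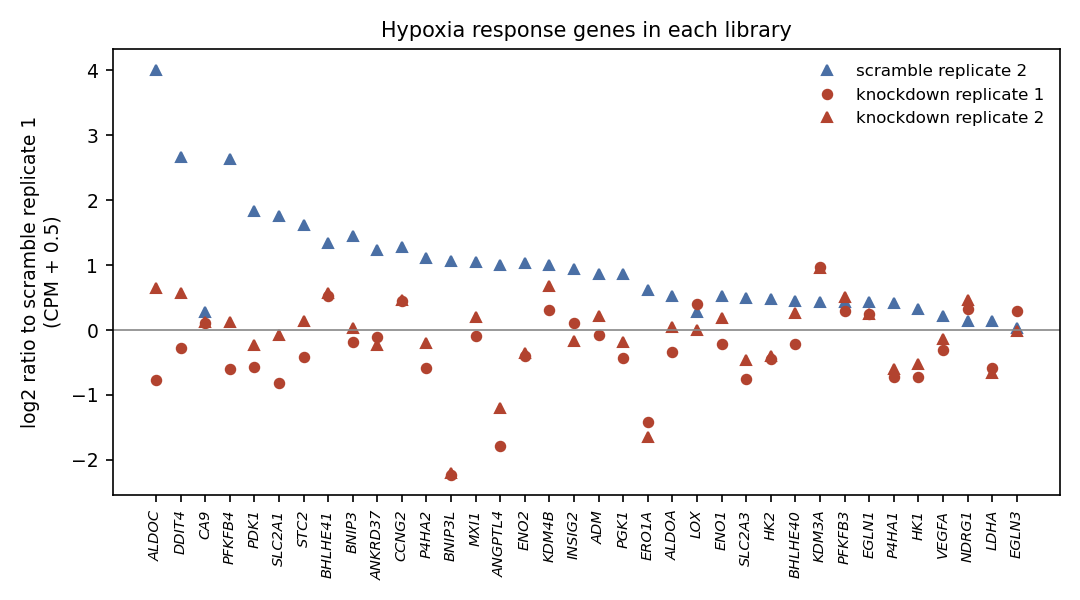
Each of the 36 hypoxia response genes (horizontal axis) as its log2 ratio of CPM + 0.5 to scramble replicate 1 (vertical axis) in scramble replicate 2 and in both knockdown libraries. All 36 points of scramble replicate 2 lie above 0, while those of the knockdown libraries lie on both sides; BNIP3L, ERO1A and ANGPTL4 lie below 0 in both.

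Cholesterol biosynthesis genes were lower, with 4 of 24 falling and none rising, 4 when adjusted over the list alone, and a median of -0.21 (camera adjusted p = 0.00293; adjusted p = 0.988 with an estimated correlation). The members that fell included the sterol desaturase SC5D (-1.18), mevalonate kinase MVK (-0.88) and the sterol transporter STARD4 (-0.68). The list call was lost without knockdown replicate 1 (adjusted p = 0.0559) and without scramble replicate 2 (0.0645). In the unfolded protein and integrated stress response list the chaperone HSPA5 (-0.71) and the cystine transporter SLC7A11 (-0.81) fell, 2 of 30 over all genes and 4 adjusted over the list alone. Its median was -0.25 (camera adjusted p = 0.0319; adjusted p = 0.988 with an estimated correlation), and the call was lost without knockdown replicate 1 (0.927) and without scramble replicate 2 (0.135).

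Early response genes were higher on balance. In the list of AP-1 and immediate early genes 5 of 25 rose, 1 fell and 8 passed when adjusted over the list alone, with a median of 0.14 (camera adjusted p = 0.0372; adjusted p = 0.988 with an estimated correlation). EGR1 had a log2 fold change of 1.42 (SE 0.20; edgeR adjusted p = 2.20e-04), EGR2 of 1.40 and the phosphatase DUSP4 of 0.92, while the phosphatase DUSP5 had -1.29. FOS went from a mean of 13.9 to 31.8 CPM and FOSB from 2.40 to 5.17 CPM (n = 2 per group). The list call was lost without knockdown replicate 2 (adjusted p = 0.688) and without scramble replicate 2 (0.0646).

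In 3 further lists the camera test passed with few or no single genes called. Of 15 mitochondrially encoded genes none passed in edgeR, over all genes or adjusted over the list alone (2 at an unadjusted p under 0.05, 1 called by DESeq2), at a median of -0.61 (camera adjusted p = 0.00293; adjusted p = 0.988 with an estimated correlation). Mitochondrial genes held 0.357% and 0.170% of counts in knockdown replicates 1 and 2 against 0.513% and 0.318% in scramble replicates 1 and 2, and the list call was lost without knockdown replicate 2 (0.239; median -0.12). Without knockdown replicate 1 edgeR called 8 members lower (14 adjusted over the list alone; median -1.27), without scramble replicate 2 it called 6 (14; median -0.83) and without scramble replicate 1 it called 2 (3; median -0.21). With no filter it called 4 (5 adjusted over the list alone). Of 13 replication-dependent histone genes none passed either way (5 at an unadjusted p under 0.05, 0 called by DESeq2), at a median of 0.38 (camera adjusted p = 0.00736; adjusted p = 0.988 with an estimated correlation; 0.864 without knockdown replicate 2). Without knockdown replicate 1 edgeR called 4 of them higher (11 adjusted over the list alone; median 0.65), and with no filter 2 (7). Ribosomal protein genes had a median of -0.09 over 57 members (camera adjusted p = 0.0239; adjusted p = 0.988 with an estimated correlation), with RPL14 (-1.38) and RPS23 (-0.78) called, 2 also when adjusted over the list alone. Ribosomal protein genes have many pseudogenes, and their list call was lost without knockdown replicate 1 (0.930) and without scramble replicate 2 (0.118). With the 5 CPM filter and with the combined matrix the list calls of ribosomal proteins (0.0797 and 0.366), of the unfolded protein and integrated stress response (0.0797 and 0.147) and of AP-1 and immediate early genes (0.265 and 0.0766) were lost.

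**Figure D3:**
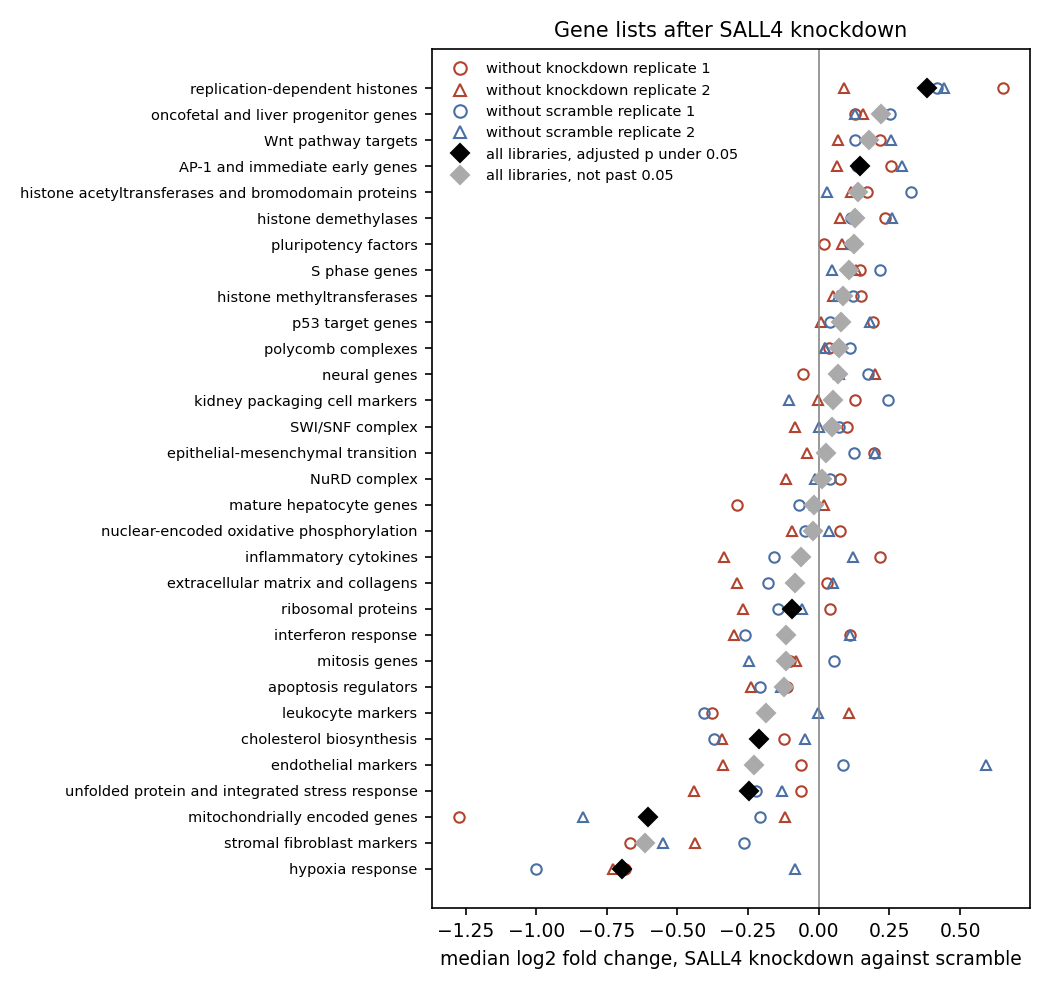
Median log2 fold change, knockdown against scramble (horizontal axis), of gene lists fixed in advance (vertical axis); diamonds use all libraries, black where the camera adjusted p is under 0.05, and open symbols leave out 1 library each. The hypoxia response median is -0.69 with all libraries and -0.08 without scramble replicate 2.

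Chromatin regulators moved in both directions without a list passing the camera test with all libraries. Among 20 histone demethylases KDM3A and KDM5A (0.68) rose and KDM1B (-0.75) fell, and 6 passed adjusted over the list alone (list adjusted p = 0.348; 0.0440 without knockdown replicate 1 and 0.112 to 0.953 without each other library). In the NuRD complex, a nucleosome remodelling and deacetylase complex that binds SALL4, RBBP7 fell (-1.60; SE 0.18; edgeR adjusted p = 7.07e-06) and MBD2 rose (0.67; list adjusted p = 0.672, 3 of 15 adjusted over the list alone). SMARCB1 (-1.13) fell and SMARCC1 (0.63) rose among 22 SWI/SNF genes (list adjusted p = 0.970, 2 adjusted over the list alone). CBX7 (-1.01) and PCGF5 (-0.93) fell among 26 polycomb genes (list adjusted p = 0.672, 2 adjusted over the list alone). None of 27 histone methyltransferases was called by edgeR in either way (2 at an unadjusted p under 0.05, 0 by DESeq2; list adjusted p = 0.455).

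Lists of liver identity, growth and signalling did not pass with all libraries either. Among 17 oncofetal and liver progenitor genes the fetal transcript H19 (-1.60) and CD24 (-1.10) fell while IGF2BP3 (0.88) rose (list adjusted p = 0.672, 3 adjusted over the list alone). FOXA1 (0.96) rose among 18 mature hepatocyte genes (0.970, 3 adjusted over the list alone), and no pluripotency factor of 10 was called over all genes by edgeR, with 2 adjusted over the list alone, 3 at an unadjusted p under 0.05 and 2 called by DESeq2 (0.970). Of 28 p53 target genes BBC3 and BTG2 (1.03) rose (0.397, 3 adjusted over the list alone), and of 28 apoptosis regulators BBC3 rose (0.672, 4 adjusted over the list alone). Cyclin E1, CCNE1 (-1.13), fell, and none of 39 mitosis genes was called by edgeR, also adjusted over the list alone (6 at an unadjusted p under 0.05, 0 by DESeq2; 0.455). Without scramble replicate 2 the mitosis list passed (adjusted p = 0.0106, median -0.25), with 1 member called lower and 2 adjusted over the list alone, while without scramble replicate 1 its median turned to 0.05 (adjusted p = 0.585). The kinase subunits PIK3CD (-1.76) and PIK3CB (-1.22) fell while RICTOR (1.02) and PIK3R3 (0.74) rose. LEF1 (0.69) rose among 17 Wnt targets (0.397, 3 adjusted over the list alone), and TNFAIP3 (1.90) rose and LIF (-1.09) fell among 15 inflammatory genes (0.672, 4 adjusted over the list alone).

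Interferon-induced IFIT1 (-1.53), IFIT5 (-0.93) and OAS3 (-0.82) fell among 27 interferon response genes (list adjusted p = 0.397, 4 adjusted over the list alone). The protease MMP14 (-1.10) and integrin ITGA5 (-0.77) fell among 25 epithelial-mesenchymal transition genes (0.918, 4 adjusted over the list alone), and COL1A1 (-0.94), COL4A2 (-0.80) and COL6A1 (-0.77) among 30 matrix genes (0.348, 3 adjusted over the list alone). Without knockdown replicate 2 and without scramble replicate 1 the interferon list (adjusted p = 0.0175 and 0.0368) and the matrix list (0.0407 and 0.0294) passed. Without knockdown replicate 1 and without scramble replicate 2 the interferon median turned to 0.11 in both (0.897 and 0.938), with 0 members called lower, and the matrix median to 0.03 and 0.05 (0.927 and 0.879). None of 28 nuclear-encoded oxidative phosphorylation genes was called by edgeR, also adjusted over the list alone (2 at an unadjusted p under 0.05, 0 by DESeq2; 0.970). Of the lists for other cell types, FAP (0.66) rose and COL1A1 and THY1 (-0.77) fell among 14 stromal fibroblast markers (0.151, 6 adjusted over the list alone; 0.0462 without scramble replicate 2), CORO1A (-0.86) fell among 12 leukocyte markers (0.672, 1 adjusted over the list alone) and ELAVL3 (-1.60) among 13 neural genes (0.970, 1 adjusted over the list alone). None of 9 endothelial markers (0.658) or 8 kidney packaging cell markers (0.970) was called by edgeR, also adjusted over the list alone; 3 and 1 had an unadjusted p under 0.05, and DESeq2 called 0 of both. The sign of the median or mean differed from that of the test for the NuRD, SWI/SNF, neural, epithelial-mesenchymal transition and oxidative phosphorylation lists.

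The CUT&RUN comparisons asked where SALL4 lay and how far the libraries repeated each other. Library 1 had 74708 peaks over 8.91 Mb, library 2 had 398354 over 34.8 Mb and library 3 had 296159 over 25.3 Mb, with median widths of 114.5, 83.0 and 82.0 bp. Peak heights are the authors' values and are whole multiples of 1 step per library (within 0.01 steps). The median peak reached 4 steps in library 1 and 3 steps in libraries 2 and 3, and 66.9% of library 1, 96.4% of library 2 and 95.3% of library 3 peaks reached 4 steps or fewer. If a step is the weight of 1 fragment, most peaks rest on 4 fragments or fewer, which limits how exactly any single peak can be placed.

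Libraries shared peaks above chance, but most peaks of any library were not repeated. In library 1, 12.4% of peaks (Wilson 95% interval 12.1% to 12.6%) overlapped a peak of library 2 by at least 1 bp, against 2.97% after random placement and a highest value of 3.86% after shifts of 100 kb to 2 Mb. The overlap of library 1 with library 3 was 11.8%, against 2.30% and at most 3.29%. Of library 2 peaks 2.41% were in library 1 and 6.14% in library 3, and of library 3 peaks 3.11% were in library 1 and 8.23% in library 2; each of these lay above the highest of 100 placements and of 10 shifts. Intervals cover counting error only.

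**Figure D4:**
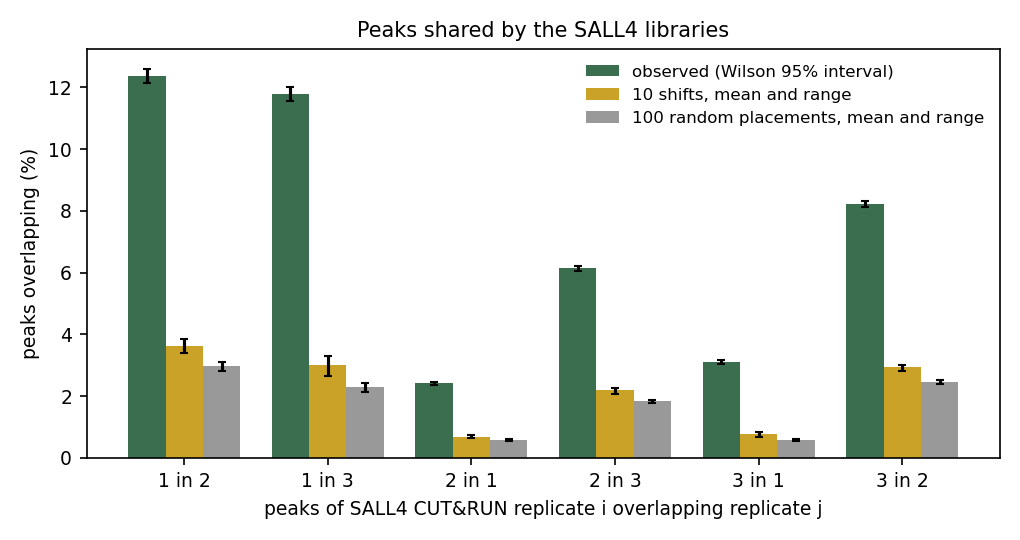
Percent of the peaks of 1 SALL4 CUT&RUN library that overlap a peak of another (vertical axis) for the 6 directed pairs of libraries (horizontal axis); bars show the observed share with its Wilson interval, and the mean and range of 10 shifts and of 100 random placements. The observed share lies above both ranges in all 6 pairs, as in 12.4% against 2.97% for library 1 in library 2.

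The deposited common list holds 11201 regions with a median width of 2262 bp, merged from these same peaks, so that its overlap with them is not independent. All of them overlapped a peak of each of the 3 libraries, against 2.35% of regions of the same widths placed at random and at most 6.02% of the shifted regions. A position covered by peaks of all 3 libraries was found in 1158 of them, or 10.3%. Over the genome 1795 stretches were covered by all 3 libraries, against a highest count of 84 when 2 of the libraries were shifted. Merging peak centres within 1000 bp gave 16117 regions with all 3 libraries, and still a mean of 6048 when 2 libraries were shifted.

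Common peaks lay at gene ends more often than chance. Of 11201 midpoints 1261, or 11.3% (Wilson 95% interval 10.7% to 11.9%), were within 1 kb of either end of a RefSeq gene, against 6.05% at random places (highest 6.62%) and at most 5.55% after shifts. For protein-coding genes the share was 6.76% against 2.29%. Inside gene spans lay 61.1% of midpoints, against 55.1% at random places and at most 55.2% after shifts. The annotation used here gives no strand, so a gene's start and end could not be told apart.

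At KDM3A (chromosome 2, 86437044 to 86492716) 1 common peak lay inside the gene, from 86439151 to 86443747, with its midpoint 4405 bp from the lower end. Library 1 had 8 peaks over the gene, library 2 had 10 and library 3 had 10, where the density of peaks on chromosome 2 gives 2.07, 9.76 and 7.95 for a span of this length. At SALL4 2 common peaks were listed, from 51796919 to 51800978 inside the gene and from 51801528 to 51804610 across its upper end, 548 bp from that end at the midpoint.

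**Figure D5:**
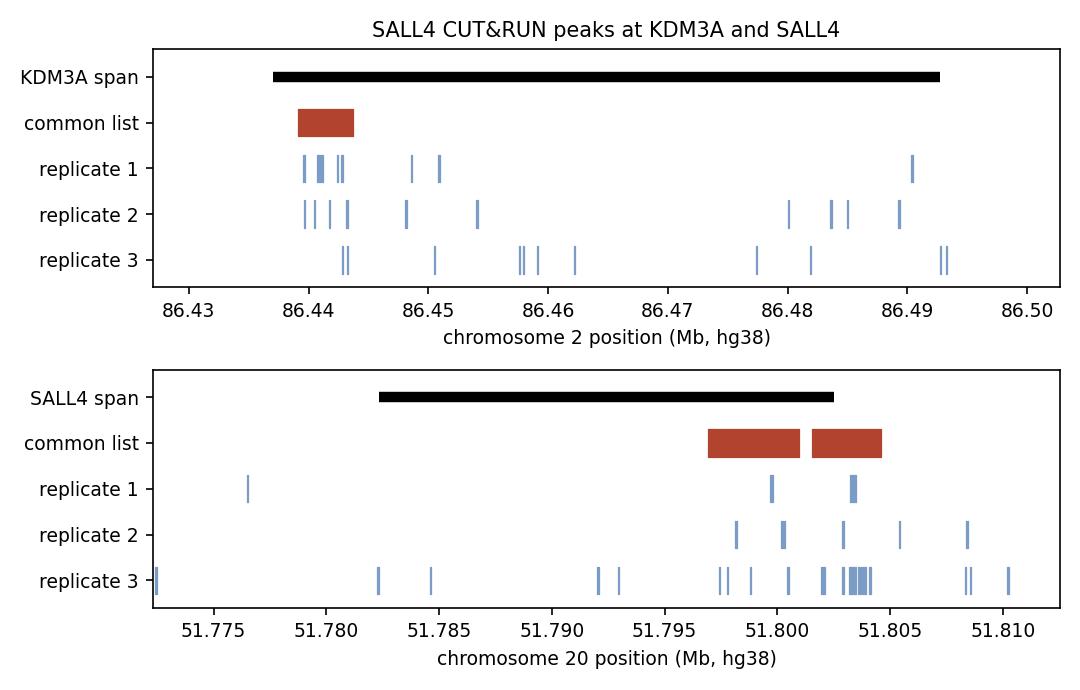
Maps of KDM3A on chromosome 2 and SALL4 on chromosome 20 (horizontal axes, hg38 position in Mb) with the gene span, the common peaks and the peaks of each SALL4 CUT&RUN library. The common peak of KDM3A spans 86439151 to 86443747, and those of SALL4 lie at 51796919 to 51800978 and 51801528 to 51804610.

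Of the 10 common peaks with the highest mean rank 1 lay inside a protein-coding gene, GNAT3, a gene of taste signalling, on chromosome 7 (80483965 to 80490048). The others lay 57581 to 669580 bp from the nearest protein-coding gene. The top region, on chromosome 11 (23052838 to 23060267), lay inside the noncoding gene LINC02718 and reached 25, 20 and 11 steps in the 3 libraries. The next were on chromosome 21 (8994835 to 9000203), chromosome 2 (57432035 to 57437549) and chromosome 4 (115779929 to 115786471), whose nearest protein-coding genes were 362490, 472800 and 669580 bp away. The remaining ones lay on chromosomes 10, 2, 4, 15 and 1.

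The last comparison asked whether genes with a common peak within 3 kb of an end changed with the knockdown. Among 18736 tested genes with a RefSeq position 1530, or 8.17%, had such a peak. Genes that rose held it more often, 64 of 470 or 13.6% (odds ratio 1.81, 95% interval 1.38 to 2.36; Fisher's exact test, two-sided, p = 5.24e-05), and sets matched on expression level held a mean of 40.5 (p = 4.00e-04). Genes that fell held it in 51 of 791 or 6.45% (odds ratio 0.767, Fisher's exact p = 0.0732), below the matched mean of 71.8 (p = 0.00640), and all calls together gave an odds ratio of 1.14 (p = 0.201). Over all 1530 genes the shift towards higher values did not pass (camera p = 0.0553; p = 0.405 with an estimated correlation). It passed for the 759 genes with a common peak of higher signal (camera p = 0.00214; p = 0.309 with an estimated correlation) and for 2902 genes with a peak in the span or within 3 kb of it (camera p = 0.0380; p = 0.351 with an estimated correlation). After 10 shifts of the common list a mean of 559 tested genes had a peak within 3 kb of an end, against 1530 unshifted. Odds ratios from fewer genes vary more, which widens their range. For genes that fell the shifted odds ratio ranged from 0.781 to 1.41, with a mean of 1.01. The observed 0.767 lay below this range, and 0 of the 10 had a p under 0.05. The odds ratio for genes that rose ranged from 0.704 to 2.25, with a mean of 1.59, and 5 of the 10 had a p under 0.05. Without scramble replicate 2 it was 0.853 (17 of 248; Fisher's exact p = 0.636), and without knockdown replicate 2 it did not pass (27 of 235; Fisher's exact p = 0.0521). For genes that fell it was 1.33 without scramble replicate 2 (Fisher's exact p = 0.0687), and passed without knockdown replicate 2 (0.608, Fisher's exact p = 0.00760) and without scramble replicate 1 (38 of 733; Fisher's exact p = 0.00419).

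Among called genes with such a peak, the smallest p-values of those that rose belonged to CASC1 (now DNAI7; 1.46), CACUL1 (1.22), ATXN7L3B (1.13), METAP1D (1.11) and the transcriptional repressor HBP1 (1.18), in log2 fold change. Those that fell were CEND1, from 12.4 ± 1.61 to 3.18 ± 0.0875 CPM (SD, n = 2 per group), SALL4, ERO1A (-1.89), the Wnt pathway gene DIXDC1 (-1.42) and CACYBP (-1.13). The common peak of CACUL1 lay at 118754676 to 118755888 on chromosome 10, and that of HBP1 at 107167131 to 107170241 on chromosome 7. ERO1A had 2, at 52641251 to 52643351 and 52693886 to 52695452 on chromosome 14.

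Replication-dependent histone genes held common peaks more often than other tested genes, in 6 of 11 (odds ratio 13.5; Fisher's exact test, two-sided, adjusted p = 0.00294), but these genes lie in clusters where 1 region can serve several. AP-1 and immediate early genes followed with 7 of 25, DUSP1, DUSP6, EGR2, MYC, SPRY2, SPRY4 and ZFP36 (odds ratio 4.39, adjusted p = 0.0399), and stromal fibroblast markers with 5 of 14, ACTA2, COL1A2, COL3A1, FAP and RGS5 (odds ratio 6.27, adjusted p = 0.0399). Mitosis genes (8 of 39, adjusted p = 0.0942) did not pass. With a distance of 1 kb the AP-1 list was lost (adjusted p = 0.132). Histone demethylases had 4 of 20, JMJD1C, KDM1A, KDM1B and KDM2B (adjusted p = 0.290).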

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

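The tests in this part were chosen after the result was seen, except the test of neighbouring genes. The combined count matrix, which the gene comparisons do not use, differs from the per-library files by group: for 58 of 15053 genes the ratio of the tables differs by more than 2 log2 units between knockdown and scramble, towards the knockdown in 49 and towards the scramble in 9. In the matrix itself 37 of the 58 are called higher and 6 lower after knockdown, 12 are not called and 3 were not tested. DHRS7C has counts of 902 and 1664 in the knockdown columns and 0 and 0 in the scramble columns of the matrix, but 6, 6, 0 and 0 in the per-library files. BIN2 has 619 and 1537 against 10 and 3, and 6 and 4 against 14 and 6 in the per-library files. TAS1R1 goes the other way, with 72 and 60 against 1058 and 1627 in the matrix, and 94 and 112 against 102 and 96. POLR2F differs little by group in the matrix, with 6645 and 7696 against 7646 and 5729, and has 4 and 0 against 9 and 6 in the per-library files, so that a few counts set its difference.

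A difference of annotation or counting that acts on every library alike could move reads that do not change with the knockdown. It would then spread over all splits of the 4 libraries. The other splits give 7 and 4 such genes against 58, so that form is not the whole cause. If the moved reads changed with the knockdown, the difference would gather in the same split, so the test cannot exclude that form. For genes like POLR2F either form stays open. In the per-library files 1 of the 24 that could be tested is called, against 43 called in the matrix, but genes chosen for a difference between the tables favour such an outcome, so a change of these transcripts in the cells stays open. Reads of a neighbouring gene that changed the same way are not favoured. Of 51 placed genes 3 have such a neighbour within 50 kb, where random sets of genes gave 0 to 11. Reads from the vectors, or another set of reads behind the matrix, could account for it and stay open, as no value here decides between them.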

How the results depend on the processing

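The alternatives with the combined matrix, without small RNA genes, with shifted lists, the rebuilt list, positions covered by all libraries, gene spans and any part of a peak were chosen after seeing the data. SALL4 fell in every fit run, by 1.54 to 1.88 on the log2 scale. By the labels the samples share only a number. Same-numbered libraries deviate together (r = 0.236 across genes, with 2 pairs equal by construction). The second principal component, with 32.9% of the variance, separated replicates 1 (39.57 and 37.04) from replicates 2 (-38.26 and -38.35) of both groups. What same-numbered libraries have in common is not known. The replicate block raised the calls from 1433 to 4921, all 1433 included. It called KDM3A higher (log2 fold change 0.75, edgeR adjusted p = 2.76e-06). Called lower were 18 hypoxia response, 12 mitochondrially encoded and 6 mitosis genes. With the combined matrix and the block there were 5520 calls. Leaving out 1 library gave 810 to 1191 calls and the 5 CPM filter, with 11270 genes tested, 731; DESeq2 gave 1948, with 6004 adjusted p-values not given. Lists called were 7, with a range of 5 to 11 when a library was left out, 4 with the 5 CPM filter, 4 with the combined matrix, and 0 with an estimated correlation (0 lists at an unadjusted p under 0.05) and 0 with fry (1 list; adjusted p = 0.810 for the 7 lists); ribosomal proteins reversed without knockdown replicate 1 (adjusted p = 0.930; 9.08e-07 to 0.930 over libraries left out). Of 30 single genes followed, 29 were called in every fit that gave a value, KDM3A being the exception. The share of common peaks overlapping every library, 100%, became 0.0% when a library had to cover at least as much of the region as it left free, which the widths of peaks and regions fix in advance, 85.1% by starts in the rebuilt list and 10.3% for a position covered in every library. The odds ratio of all calls with a common peak, 1.14, passed over gene spans (1.24) and with the replicate block (1.17), and ranged from 0.854 to 1.22 without a library. That of genes that rose, 1.81, was 2.54 for common peaks of higher signal, and ranged from 0.853 to 2.12 without a library. That of genes that fell, 0.767, passed for common peaks of higher signal (0.509), with any part of the peak (0.715), the replicate block (0.718) and DESeq2 (0.667), and ranged from 0.608 to 1.33 without a library. The causes were not tested beyond the tests given elsewhere. The motif alternatives were not run, and transcription starts were not analysed here.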

Other observations

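The odds ratio stratified by chromosome, the fits that leave out a library and the DESeq2 fit were fixed before the data were examined. The other tests in this part, and what these fits were used to test here, were chosen after the results were seen. The split of called genes into higher and lower differed between chromosomes. On chromosome 11, 9 genes rose and 61 fell, where 461 rose and 730 fell elsewhere (Fisher's exact test, two-sided, odds ratio 0.234, adjusted p = 1.22e-04 over 23 chromosomes), while its median log2 fold change was -0.06. The adjusted p of chromosome 11 was 0.150 without scramble replicate 2, on fewer calls (5 rose and 31 fell, odds ratio 0.291), and at most 0.00499 without any other library. Chromosomes 6 (39 rose and 28 fell, odds ratio 2.47, adjusted p = 0.00457), 7 (27 and 20, 2.35, adjusted p = 0.0342) and 14 (30 and 24, 2.18, adjusted p = 0.0342) went the other way. Without scramble replicate 2 these 3 calls were lost, with odds ratios of 1.33, 1.69 and 2.37 (adjusted p = 0.872, 0.695 and 0.176). The call of chromosome 6 was also lost without knockdown replicate 1 (odds ratio 2.06, adjusted p = 0.178), and that of chromosome 7 without knockdown replicate 1 (1.22, 1.0) and without scramble replicate 1 (1.73, 0.374). That of chromosome 14 was lost without knockdown replicate 2 (2.15, 0.140). With the combined matrix all 3 were lost (odds ratios 1.51, 1.99 and 2.26, adjusted p = 0.791, 0.241 and 0.0782), and with DESeq2 those of chromosomes 6 (1.79, 0.0706) and 14 (1.86, 0.0706). Common peaks were spread unevenly over the chromosomes. They numbered 10.4 per Mb on chromosome 14 and 7.25 on chromosome 10. On chromosomes 19, 18 and X they numbered 1.01, 0.698 and 0.103 per Mb. All peaks of libraries 1, 2 and 3 also differed, at 46.3, 194 and 161 per Mb on chromosome 14. On X they numbered 2.36, 20.1 and 13.5. As the IgG libraries were not analysed here, these densities cannot show a preference of SALL4 for a chromosome.

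The lower level of hypoxia response genes after knockdown may have 2 parts. The median of the list fits a difference of scramble replicate 2 from the other libraries, since it is -0.0826 without that library. ALDOC, for example, is at 45.4 CPM there, 2.34 in scramble replicate 1 and 1.17 and 3.95 after knockdown. Against scramble replicate 1, however, knockdown replicate 1 had a median log2 difference of -0.285, with 25 of 36 members lower. Knockdown replicate 2 had 0.0207, with 17 lower. A difference shared by same-numbered libraries could therefore hide part of a fall in the fit without scramble replicate 2. That every member called lower rests on scramble replicate 2 is argued against by the 3 called lower in the fit without it, BNIP3L (adjusted p = 9.14e-15), ERO1A (1.38e-08) and ANGPTL4 (3.80e-05), where scramble replicate 1 is the lone control. All 8 members called lower with all libraries lie below scramble replicate 1 in both knockdown libraries, so the other 5 stay open. Whether oxygen or cell density differed for that library, or a response to the knockdown itself is present, stays open.

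More common peaks at genes that rose after knockdown is a second candidate relation. The chromosomes that the genes lie on do not account for it, with an odds ratio of 1.67 (95% interval 1.26 to 2.20) when stratified by chromosome. Regions rich in peaks around these genes could, since shifted common lists had a mean odds ratio of 1.59 and reached 2.25, against 1.81 observed. Shifted lists gave fewer genes with a peak, a mean of 559 against 1530, so their highest value is less certain. Calls that rest on scramble replicate 2 could also account for the relation, as the odds ratio was 0.853 without that library. The data therefore leave open whether the relation reflects SALL4 at these genes.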
